A study of Streptopelia risoria and Calypte anna and Melopsittacus undulatus with 28 samples. Its data were reported in "Convergent Differential Regulation of Parvalbumin in the Brains of Vocal Learners" (2012).

How the data were processed

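RNA was measured in laser-captured tissue from the arcopallium of 14 birds of 5 species. Zebra finch, budgerigar and hummingbird are vocal learners, which copy sounds from others, and ring dove and quail are vocal non-learners. Each bird gave 2 samples: the arcopallial song nucleus (learners) or a central part of the intermediate arcopallium (non-learners), and the arcopallium around it. The 28 samples fall into 10 groups of 3 birds, or 2 in quail. Per the labels, the RNA was amplified as cDNA and labelled with Cy3, and each sample was hybridised alone to 1 array of a custom songbird design. According to the study's methods, the oligos were designed from cDNA transcripts, and the zebra finch samples were hybridised at a higher temperature than those of the other species.

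The authors deposited a scanner table for each array and a table of processed values. In the scanner tables the values are spot intensities on a linear scale, which Agilent's Feature Extraction software had corrected for background and for trends across the array, and which had not been normalised between arrays. The deposited intensity also comes without that correction, as the mean brightness of each spot and the median of its local background. The table of processed values was checked against the scanner tables. On each array it equalled the mean spot intensity times a constant, with no background subtracted, for 100% of the 43049 probes with 1 spot (tolerance 5% of the constant). For probes with several spots it ran on another scale, and those 76 probes were left out where the processed values were used.

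Each array held 44969 spots, of which 43552 were not controls, and these carried 43125 distinct probes of 60 bases. Spots marked as outliers by the software were left out (1715 over the 28 arrays), saturated spots were kept, and spots of a probe were averaged. The corrected intensity was taken to log2. Each array was then centred on the mean of the probes between the 40th and 60th percentile of those well above background on that array. The percentile range of detected probes is that of the study's methods, which describe a scale factor within species. No probe was left out for being dim. For each bird and probe, the log2 value of the surrounding arcopallium was subtracted from that of the song nucleus or intermediate arcopallium.

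Learners (9 birds) were compared with non-learners (5 birds) on these differences with limma 3.58.1 in R 4.3.3, as 1 linear model per probe with the trait as its only term, and moderated variances. The same fit tested whether the mean difference within each trait was 0. Counts are given at an unadjusted p of 0.01 and at Benjamini-Hochberg adjusted p of 0.2 and 0.05. The prior had 5.32 degrees of freedom, and the median residual SD of the differences was 1.48. Single values were compared by exact permutation tests over all 2002 splits of the 14 birds, and within a trait by exact sign-flip tests, all 2-sided. For each pair of species, the mean differences were correlated across probes and set against 100 random exchanges of the regions within birds. The tables were handled with the R package data.table (version 1.17.8), and Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

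The fit was tested on simulated data with 43125 probes and the moderated spread of the real ones. Values were drawn independently for each probe and bird, with no species effect, so the shares below hold only for that case. Other splits of the real birds into 9 and 5 gave 56 to 2323 probes past an unadjusted p of 0.01. With 200 probes changed by 2 on the log2 scale between learners and non-learners, 40% of them passed an unadjusted p of 0.01, and 0% passed an adjusted p of 0.2. With a change of 4, 75% passed an adjusted p of 0.2 and 62% an adjusted p of 0.05, along with 55 and 12 unchanged probes, which are 26.8% and 8.82% of the probes called. Over 20 further draws the mean share of unchanged probes among those called was 19.0% (13.9% to 24.0%) and 4.62% (1.68% to 8.89%). With variances drawn from the fitted prior it was 20.7% (12.2% to 29.4%) and 4.82% (0.962% to 9.91%). With no change, 441 probes passed the unadjusted threshold and 0 the adjusted ones. The number of birds limits the precision: the median standard error of the learner minus non-learner difference was 0.81.

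The 2 arrays of a bird carry the same replicate number and come from the same bird, so the differences are paired by bird. As a check, the deviations of a bird's 2 arrays from their group means were correlated across probes, with a mean r of 0.1999 and an r over 0.1 in 12 of 14 birds. The 2 quails have the same r by construction, as deviations from the mean of a pair mirror each other. Both arrays of a bird were on the same slide, with the song nucleus or intermediate arcopallium always at the odd of 2 neighbouring positions. Region and position therefore cannot be told apart. At the first position sat the song nucleus array of most learners, but of the non-learners only the intermediate array of dove replicate 3. The place of a bird's arrays on the slide and its trait are therefore hard to separate. Zebra finch arrays had slides and a scan day of their own, so species and scan day cannot be told apart for zebra finch, and results are also given without it.

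The probes named in the text follow a rule set before the data were examined, as were the main settings and most alternatives. A probe had to pass an unadjusted p of 0.01 between learners and non-learners, be well above background on every array of at least 1 region in each species, and have the same sign in all 9 learner birds. In total 7 probes met the rule, 4 higher and 3 lower in learners. The files pair these with no gene names, so only the 2 with the largest difference in each direction are given, by identifier and sequence. Of 6 genes fixed in advance, ETV1 (also called ER81) was named by symbol, and GFRA1 was matched by an accession that the study's methods give. Parvalbumin, FOXP1, FOXP2 and GRIN2A are not analysed here. Lists of markers of oligodendrocytes (13 genes), astrocytes (10), GABAergic neurons (16), excitatory neurons (13) and neurofilaments and axons (10) were also fixed in advance. Each had 0 named genes among the probes, under the minimum of 3, so no test of these lists was made.

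The alternatives were scaling on the 75th percentile of all probes, normexp background correction with an offset of 50, quantile normalisation within species, the authors' processed values, and only the 15412 probes well above background in every species. Others were all 28 arrays without pairing, equal weight for each species, species means as the unit, slide as a block, array position as a covariate, an intensity trend in the variances, probes of a gene name averaged, each species left out and each bird left out. The equal-weight fit had a mean for each species, and the fit without pairing a mean for each species and region. The main fit has no species term. For learners against non-learners slide entered as fixed terms, so slides with birds of a single trait do not bear on the difference. Within each trait slide entered as a correlation between its birds. Array position was whether a bird's song nucleus or intermediate array sat at the first position. A further 4 alternatives were added after seeing the data: the difference in detection between a bird's arrays as a covariate, removal of the trend with GC content, scaling on the 9340 probes well above background on all arrays, and leaving out 4 birds that each had an array with uneven background.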

Results

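Expression was measured on 28 single-colour arrays from 14 birds, with a pair of regions from each. The song nucleus of the arcopallium and the arcopallium around it were captured from 3 zebra finches, 3 budgerigars and 3 hummingbirds. A central part of the intermediate arcopallium and its surround were captured from 3 doves and 2 quails. The share of the 43125 probes well above background ranged from 42.96% to 83.1% over the arrays. It averaged 74.8% ± 7.62 (SD, n = 6 arrays) in zebra finch, 69.6% ± 7.75 (n = 6) in budgerigar, 67.1% ± 1.05 (n = 4) in quail, 62.1% ± 10.8 (n = 6) in hummingbird and 60.3% ± 9.80 (n = 6) in dove. The zebra finch arrays were scanned on another day and hybridised at another temperature, so the place of zebra finch in this order cannot be told apart from these. The other 4 species shared a scan day and, by the study's methods, a temperature. A less strict call, a signal positive and significant against background, moved the dove's share most, to 76.4%.

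On 4 of the arrays, those of zebra finch song nucleus 3, hummingbird song nucleus 2 and 3, and dove intermediate arcopallium 3, part of the array had raised local background. The SD of their negative-control spots was 24.4 to 38.7 intensity units, against 2.07 to 8.16 on the other arrays. Their share well above background was 42.96% to 61.2%, and that of the same birds' surrounding arcopallium 57.0% to 76.2%. The share on the song nucleus or intermediate array minus that on the surrounding array was -3.50 points ± 14.3 (SD, n = 9) in learners and -0.524 ± 9.05 (n = 5) in non-learners. The traits differed by less than the spread between birds in this respect (exact permutation test, 2-sided, p = 0.671).

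**Figure D1:**
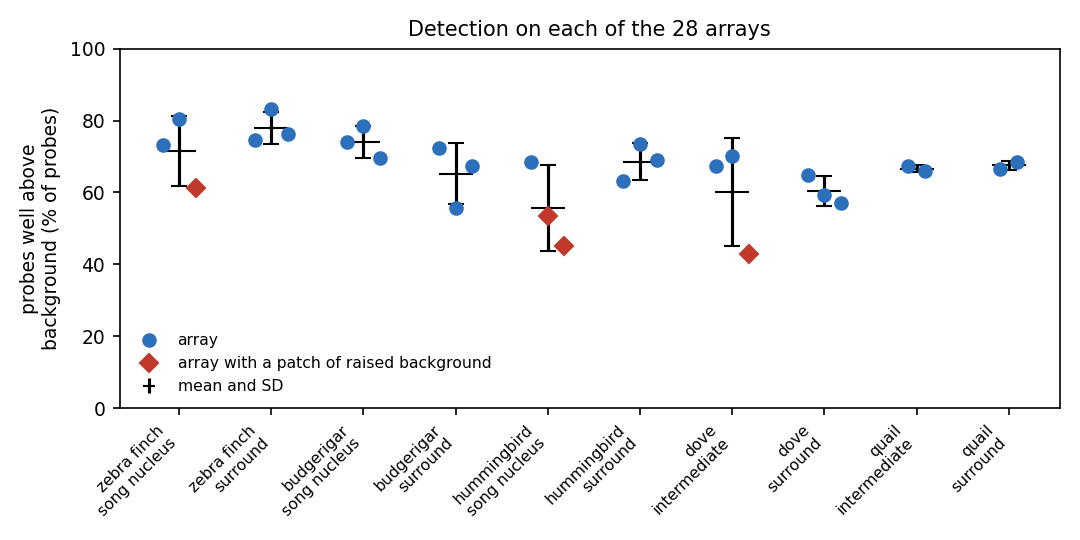
Share of probes well above background (%, y axis) on each array, by species and region, with the mean and SD of each group of 3 arrays (2 in quail). The 4 arrays with a patch of raised background (diamonds) lie between 42.96% and 61.2%.

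The central comparison asks which transcripts differ between the song nucleus and its surround in learners in a way that they do not between the matching parts of the arcopallium of non-learners. Learners (n = 9) and non-learners (n = 5) differed at an unadjusted p under 0.01 in 331 probes with limma, where 431 of 43125 would do so with no difference at all. Of these, 166 were higher and 165 lower in learners. At an unadjusted p under 0.05 there were 2093 probes, against 2156 with no difference. After Benjamini-Hochberg adjustment 0 probes passed 0.2 and 0 passed 0.05, and the smallest adjusted p was 0.907. Slide as a block moved the count by the most probes, to 767. There the difference rests only on slides with birds of both traits, which leaves out zebra finch. A fit on only the 15412 probes well above background in each species gave 114. Without budgerigar replicate 2 the count was 531, of which 23.2% were higher in learners. Without zebra finch, which leaves birds of a single scan day, 416 probes passed the unadjusted threshold.

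Among the probes past the unadjusted threshold, 7 had the same sign in all 9 learners and were well above background in all species in at least 1 region. None passed the adjusted thresholds. The largest 2 differences in each direction are given here with the limma standard error. Probe 0203P0023N05 (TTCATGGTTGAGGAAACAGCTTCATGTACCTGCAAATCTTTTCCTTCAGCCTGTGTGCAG) was 3.19 higher in learners on the log2 scale (SE 0.74, adjusted p = 0.907). Its difference between regions was 2.21 ± 1.38 (SD, n = 9) in learners and -0.98 ± 1.12 (n = 5) in non-learners, and it was well above background on 9 of 9 and 5 of 9 arrays of the learners' song nucleus and surround but on 2 of 5 and 5 of 5 arrays of the non-learners' intermediate and surrounding arcopallium. Probe 0205P0022L16 (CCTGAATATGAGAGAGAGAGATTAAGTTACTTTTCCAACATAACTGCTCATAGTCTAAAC) was 2.69 higher in learners (SE 0.59, adjusted p = 0.907). It was higher in the song nucleus of 9 of 9 learners and lower in the intermediate arcopallium of 5 of 5 non-learners, with means of 1.21 ± 0.94 and -1.49 ± 0.78 (SD). Normexp background correction moved these 2 differences most, to 1.19 and 1.76.

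Probe 0206P0026I11 (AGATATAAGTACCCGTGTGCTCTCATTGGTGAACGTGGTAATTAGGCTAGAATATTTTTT) was lower in learners by limma, with a difference of -3.57 (SE 0.94, adjusted p = 0.907). Its difference between regions was -2.69 ± 2.00 (SD, n = 9) in learners and 0.88 ± 1.30 (n = 5) in non-learners. The authors' processed values moved the difference between traits most, to -2.24. Probe 0104P0002E12 (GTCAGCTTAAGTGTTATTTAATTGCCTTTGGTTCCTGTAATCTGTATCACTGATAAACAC) had a difference of -2.73 (SE 0.80, adjusted p = 0.907), with -1.35 ± 1.12 in learners and 1.38 ± 1.98 in non-learners. Without dove the difference between traits for this probe was -1.26 and no longer past the unadjusted threshold. Of 319 probes whose identifiers differ from those of the main transcript collection, 5 passed the unadjusted threshold, of which 2 carry a gene symbol in the files. These were singled out after their values were seen. The EFNB2 probe was 3.00 higher in learners (SE 0.89, adjusted p = 0.907) and higher in the song nucleus of 7 of 9 learners and the intermediate arcopallium of 0 of 5 non-learners. The CHRNA1 probe was well above background on only 11 of 28 arrays, so most of its values were near the floor. Its difference of 2.24 (SE 0.69, adjusted p = 0.907) is therefore uncertain. So is its sign, higher in 9 of 9 learners and 0 of 5 non-learners. With normexp these 2 differences fell to 1.82 and 0.47, the second no longer past the unadjusted threshold. Of the other 3, a pair that the files name by accession had differences of -3.25 and -2.81, and a probe named after green fluorescent protein was well above background on 5 of 28 arrays, so no fold is given for it.

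**Figure D2:**
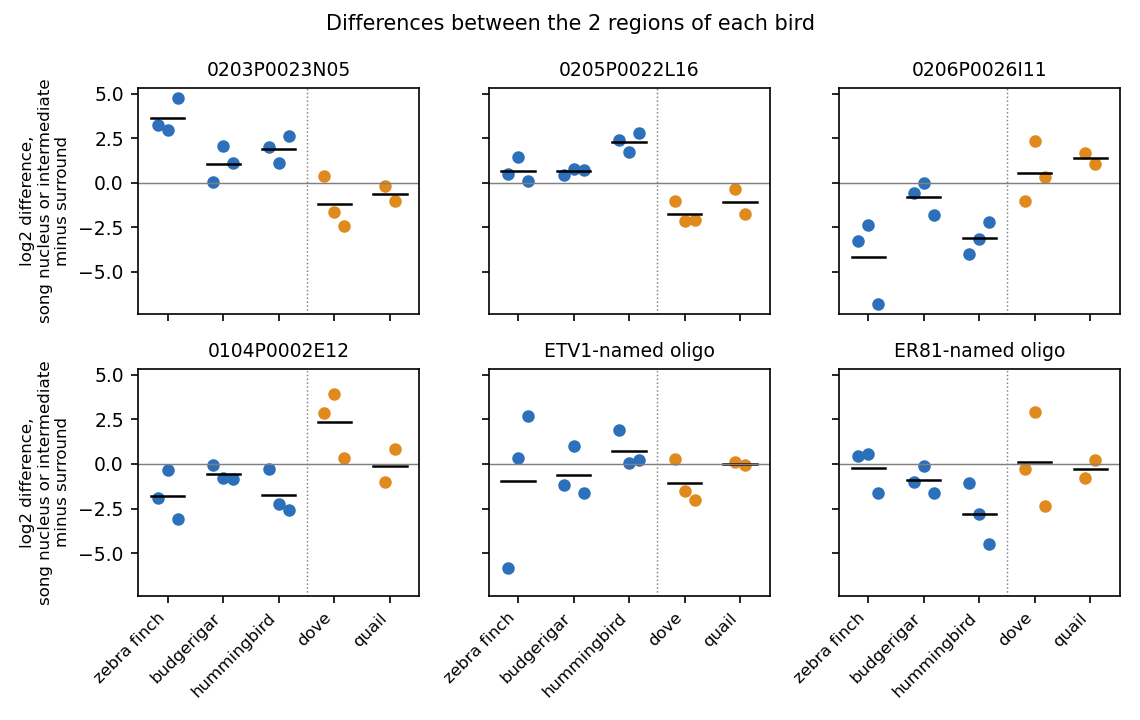
Log2 difference between song nucleus or intermediate arcopallium and surround (y axis) for each bird, by species, for the 4 probes named by the rule and the 2 oligos of ER81, with lines at the species means. Blue points are learners and orange points non-learners; 0205P0022L16 lies above 0 in 9 of 9 learners and below 0 in 5 of 5 non-learners.

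Within the learners, the song nucleus was compared with its surround. An unadjusted p under 0.01 was reached by 1000 probes (596 higher and 404 lower in the song nucleus), and one under 0.05 by 4530, against 431 and 2156 with no difference. With limma and Benjamini-Hochberg adjustment 0 probes passed 0.2 or 0.05, and the smallest adjusted p was 0.255. The median standard error was 0.48. Leaving out budgerigar moved the count by the most probes, to 1899, of which 21.5% were higher in the song nucleus against 59.6% with it. In that setting 1258 probes passed an adjusted p of 0.2 and 2 passed 0.05. Without budgerigar replicate 2 alone, 21.4% of 1484 were higher and 102 passed an adjusted p of 0.2. That bird had a median difference of 1.46 over all probes, and 22.6 points more probes well above background on its song nucleus array. Leaving it out moved the median difference in learners from 0.03 to -0.16. An offset over its whole arrays can thus not be told apart from a difference in expression.

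Within the non-learners, the intermediate arcopallium was compared with its surround. At an unadjusted p under 0.01 limma gave 130 probes (99 higher and 31 lower), fewer than the 431 that no difference would give, and 827 at 0.05. After adjustment 0 passed 0.2 or 0.05. Quantile normalisation within species moved the count by the most probes, to 396, with 1 probe past an adjusted p of 0.05. Without dove replicate 2, 42.5% of 106 probes were higher in the intermediate arcopallium, against 76.2% with it.

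ER81 is a transcription factor that the study used as a control gene of the arcopallium. The mean of its 2 oligos differed between regions by -0.79 ± 1.27 (SD, n = 9) in learners and -0.35 ± 1.09 (n = 5) in non-learners. The difference of -0.44 was smaller than the spread between birds (exact permutation test, p = 0.521). Exact sign-flip tests within learners and within non-learners gave p = 0.102 and p = 0.688, and 5 non-learners cannot give less than 0.0625. With array position as a covariate the difference changed sign, to 0.61, but position went largely with trait. The 2 oligos went apart. The one named ETV1 was 0.36 higher in learners (SE 1.07) and ranked 33129 of 43125 by p, and the one named as putative zebra finch ER81 had a difference of -1.24 (SE 0.91) and ranked 8936. Within the 9 learners the second oligo was lower in the song nucleus in 7 birds, with a mean of -1.30 (exact sign-flip test, p = 0.0273), 1 of several such tests and unadjusted. The GFRA1 oligo was well above background on 4 of 9, 2 of 9, 0 of 5 and 2 of 5 arrays of the 4 regions, and no fold is given for it. Adjusted over the list alone, p was 0.742 for the ETV1-named oligo and 0.283 for the other two, so 0 of the 3 passed. Over all probes the adjusted p was 0.966 for the first and 0.907 for the others.

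Last, the mean regional differences of the species were correlated across the 42028 probes with a value in every bird, to ask whether learners share them. Probes are not independent replicates, so each value is set against 100 random exchanges of the regions within birds. Pairs of learner species had a mean r of 0.0796, and 2 of the 100 exchanges gave as high a value. The 3 pairs were budgerigar and hummingbird (0.106), zebra finch and hummingbird (0.0936) and zebra finch and budgerigar (0.0388). Pairs of a learner and a non-learner species had a mean r of -0.0356, reached by 81 exchanges, and dove and quail an r of 0.0614, reached by 36. The learner pairs lay 0.115 above the mixed pairs, and 3 of 100 exchanges gave as large a gap. Normexp background correction moved the mean of the learner pairs most, to 0.00508. Within a single scan day, that is without zebra finch, only budgerigar and hummingbird remain as a learner pair. Their r of 0.106 was reached by 17 of 100 exchanges and so lay within the spread of the exchanges.

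**Figure D3:**
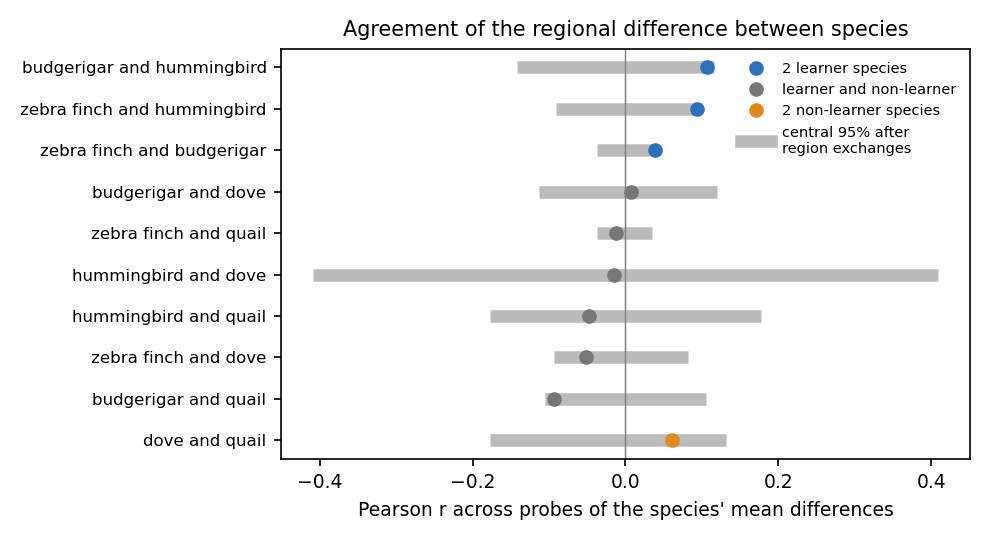
Pearson r across probes (x axis) of the mean regional differences for each pair of the 5 species (points), with the central 95% of 100 exchanges of the regions within birds (grey bars). The 3 pairs of learner species lie between 0.0388 and 0.106, and the mixed pairs have a mean of -0.0356.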

Values the study reported

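The study reported that 7 of 12 oligos for parvalbumin variants ranked among the top 100 transcripts raised in the song nucleus of learners on these arrays. For ER81 it gave a rank of 27,046 of 44,000 between learners and non-learners, with an unadjusted p of 0.04.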

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

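The tests of the spike-in signal and of uneven background on the dove array, and the count of other splits for probes that separate the traits, were chosen only after those results were seen.

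The intermediate arcopallium array of dove replicate 3 had a lower share of probes well above background than the other non-learner arrays of that region, 42.96%. Its gap to the next of the 5 arrays was 0.845 of their whole range. It was the only 1 among 28 groups of values tested in this way, and chance singles out about 0.05 of such groups. A single case among 28 is no more than chance gives, so the gap alone does not set this array apart. Of the 28 arrays 16 had a lower spike-in signal, but this cannot decide whether the yield was low, since a low spike-in signal did not imply low detection. The array with the lowest, zebra finch song nucleus 2 (log2 9.83), had 80.3% of probes well above background. Budgerigar surrounding arcopallium 2 had 13.1 and 55.8%. A generally high local background is argued against, since 14 arrays had a higher median local background. Of the explanations tested, the values go with uneven local background. The negative-control spots of this array had an SD of 32.1, and only 1 array had a larger one. The same holds for 3 more arrays (hummingbird song nucleus 2 and 3, zebra finch song nucleus 3), and all 4 sat at the first position of their slide, where 8 arrays sat. In the leftmost columns of these arrays 22.7% to 26.0% of spots had a local background more than 10 units above the array's median, against 0.55% to 2.31% of the remaining spots. The low detection lay outside the patch, where 41.1% to 59.01% of probes were well above background, against 68.7% to 86.5% inside it. The signal that a probe needed to be called well above background was higher on these arrays, with a 1st percentile of 44.2 to 79.1 units against 11.3 to 19.7 on the other arrays. A candidate explanation is therefore that the wide spread of the negative controls raised the software's limit over the whole array. This remains a hypothesis found and tested on the same arrays. A property of the bird or of its RNA was not tested.

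In 7 probes every learner differed between regions in one direction and every non-learner in the other, 6 of them higher and 1 lower in the song nucleus of learners. Random signs would give 5.13 among the 42028 probes with a value in every bird, and 380 of the 2002 splits of the birds into 9 and 5 gave as many. Chance can therefore not be excluded for this count. Limma, with the scaling used in the report, put no probe past the adjusted thresholds and 2093 at an unadjusted p under 0.05, where no difference would give 2156. This count is no evidence for a difference between learners and non-learners, but it depended on the processing. Leaving aside the fit on only the 15412 probes, it ran from 827 (without dove) to 4242 (slide as a block) in the alternatives. Normexp gave 1816, 75th percentile scaling 3164 and the processed values 4065. These counts were not set against other splits of the birds. A difference in single probes stays open, since the median standard error was 0.81.

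Probe 0205P0022L16 is 1 of these 7 and also met the rule for named probes. It was 2.69 higher in learners (adjusted p = 0.907 in limma) and was well above background on 9 of 9, 9 of 9, 5 of 5 and 5 of 5 arrays of the 4 regions. Leaving out each bird in turn gave 2.498 to 2.974. The 380 splits with as many separating probes apply here too, so chance cannot be excluded as its source. Whether the trait, or another property shared by the species of a trait, lies behind the difference was not tested.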

How the results depend on the processing

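The alternatives with the difference in detection as a covariate, the GC trend removed, scaling on probes detected on all arrays, and birds with uneven background left out were chosen only after the results were seen. Where no cause is named below, the cause was not tested.

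For learners against non-learners, the count of 331 probes at an unadjusted p under 0.01 was 575 with 75th percentile scaling, 592 with quantile normalisation, 767 with slide as a block, 713 without budgerigar, 609 with detection as a covariate, 534 with the GC trend removed and 596 with scaling on common probes. It was 114 with only probes well above background and 115 without dove, where fewer probes or birds were tested, and 187 with species means as the unit. Of the 331 probes, 82 were among the 767 with slide as a block, where only birds on slides with both traits bear on the difference. Without dove, 28 were among the 115. For the other settings just listed with higher counts this overlap was 208 (quantile normalisation) to 282 (detection as a covariate). Apart from birds left out, the other alternatives gave counts within 1.5 times of 331, among them 278 with normexp and 402 with the authors' processed values, but of the 331 probes 125 and 95 were among these. Leaving out each bird gave 186 (without dove replicate 2) to 531 (without budgerigar replicate 2). The count past an adjusted p of 0.2 was 1 with detection as a covariate and 0 in every other alternative run, birds left out included. The count past 0.05 was 0 in all of them.

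For the song nucleus of learners, the count of 1000 was 1610 with 75th percentile scaling, 304 with only probes well above background, 475 with species means, 1899 without budgerigar, 481 without hummingbird, 1567 with detection as a covariate and 1884 with scaling on common probes. Leaving out each bird gave 608 (without hummingbird replicate 3) to 1484. Probes past an adjusted p of 0.2, which were 0, numbered 2 with normexp, 18 with the processed values, 1 with only probes well above background, 199 with species weighted equally, 1 with an intensity trend, 1258 without budgerigar, 80 with detection as a covariate, 10 with the GC trend removed, and 0 to 102 with each bird left out (102 without budgerigar replicate 2). Past 0.05 they numbered 1 with normexp, 3 with the processed values, 4 with species weighted equally and 2 without budgerigar, and 0 with each bird left out. Each learner species had 3 birds, so equal weight hardly changes the learner mean. The rise with species weighted equally goes with the mean fitted for each species, which the main fit lacks.

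For the intermediate arcopallium of non-learners, the count of 130 was 396 with quantile normalisation, 37 with only probes well above background, 82 without dove, 264 without quail, 265 with detection as a covariate, 237 with the GC trend removed and 270 without the bird with uneven background. It was 93 to 191 with each bird left out. Past an adjusted p of 0.2 there were 3 probes with quantile normalisation, 1 with array position as a covariate, 1 without hummingbird, 3 with detection as a covariate, 2 with the GC trend removed, 1 without birds with uneven background, and 0 to 1 with each bird left out. Past 0.05 there was 1 with quantile normalisation, and 0 to 1 with each bird left out (1 without hummingbird replicate 2).

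Without the pairing by bird (no replicate block, 28 arrays) the counts were 265, 1163 and 67 for the 3 comparisons. This fit also had a mean for each species and region, so effects of the lost pairing and of those terms cannot be told apart. In learners 123 probes passed an adjusted p of 0.2 and 8 passed 0.05. The paired fit with a mean for each species (species weighted equally) gave 199 and 4 there. Without the pairing ER81 stayed at -0.44. The fit without pairing changed no other call except that the EFNB2 probe no longer passed an unadjusted p of 0.01.

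The balance of directions depended on the processing and on single birds. Of the probes past the unadjusted threshold between learners and non-learners, 50.2% were higher in learners, against 72.0% with 75th percentile scaling, 29.5% with normexp, 69.4% with the processed values, 78.4% with common probes and 33.1% with the GC trend removed. The share was 17.5% with only probes well above background, 19.9% without budgerigar, 23.2% without budgerigar replicate 2 and 86.6% without birds with uneven background. In learners 59.6% were higher in the song nucleus, against 78.7%, 7.35%, 50.3%, 86.9%, 39.2%, 9.87%, 21.5%, 21.4% and 94.2% in the same order. In non-learners 76.2% were higher, against 42.8% with normexp, 49.4% with the processed values, 60.1% with quantile normalisation, 43.02% with detection as a covariate and 42.5% without dove replicate 2. The median difference over all probes moved from 0.07 to 0.30 with 75th percentile scaling, 0.52 with the processed values and 0.42 with common probes between traits. It moved from 0.03 to 0.27, 0.18 and 0.37 in learners, where normexp gave -0.16, and from -0.05 to -0.37 with the processed values and -0.29 with normexp in non-learners. Directions of single probes are relative to these medians.

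The ER81 difference of -0.44 reversed to 0.0229 with the processed values and to 0.61 with array position, which went largely with trait, as a covariate. It was -0.90 to -0.18 with each bird left out, and never passed a limma p of 0.05. The ETV1 oligo (0.36) reversed to -0.30 without dove, -0.14 without hummingbird and -0.62 without birds with uneven background, and was -0.0116 (without zebra finch replicate 3) to 1.05 with each bird left out. The oligo named as ER81 passed an unadjusted p of 0.05 with slide as a block, at -2.76, which rests only on slides with both traits and so not on zebra finch. The 4 probes named by the rule and the EFNB2 and CHRNA1 probes kept their direction in every alternative run, but not their size. With normexp 0203P0023N05 fell from 3.19 to 1.19, 0205P0022L16 from 2.69 to 1.76, EFNB2 from 3.00 to 1.82 and CHRNA1 from 2.24 to 0.47. With the processed values 0203P0023N05 fell to 1.70, CHRNA1 to 0.92 and 0206P0026I11 from -3.57 to -2.24, and without dove CHRNA1 fell to 1.06 and 0104P0002E12 from -2.73 to -1.26. They fell short of an unadjusted p of 0.01 in 2 alternatives (0203P0023N05), 1 (0205P0022L16), 2 (0206P0026I11), 6 (0104P0002E12), 4 (EFNB2) and 12 (CHRNA1), birds left out not counted.

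The mean correlation between learner species, 0.0796, was 0.00508 with normexp, 0.0296 with the processed values, 0.0384 without hummingbird and 0.0384 without birds with uneven background, and 0.0484 to 0.111 with each bird left out. That between dove and quail, 0.0614, was 0.152 with normexp and 0.178 with the processed values, and -0.0286 (without quail replicate 2) to 0.114 with each bird left out. The mixed pairs kept their sign in the alternatives but ranged from -0.0903 to 0.0293 (without dove replicate 2) with each bird left out. Detection with the less strict call was 82.6% in zebra finch, 84.1% in budgerigar, 77.6% in hummingbird, 76.4% in dove and 82.4% in quail, so the order of the species depends on the call. With the filter on dim probes the GFRA1 oligo has no value, and without dove or quail the non-learner pair has none. The alternatives listed for parvalbumin and the marker lists were not run. Of 43125 probes, 15412 were well above background in at least 1 region of every species, and signal over background limits what can be read from the others.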

Other observations

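The relations of the main axis and of zenk to detection, the removal of each bird's median before the main axis was taken, the test of identical oligos in dim probes, and the tests of dove replicate 2 were chosen only after those results were seen, and the probes described singly below were picked for their values.

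The numbers of probes past an unadjusted p of 0.01 were set against other splits of the same birds. Of 100 splits into 9 and 5, 38 gave at least the 331 probes found between learners and non-learners. Of 100 exchanges of regions within learner birds, 13 gave at least 1000, and of the 16 possible in non-learners, 10 gave at least 130, a number of exchanges too small to exclude chance. Chance is excluded for none of these. Of the 10 ways to part the 5 species into 3 and 2, 7 gave as many probes as the split by trait. The split of budgerigar, dove and quail from zebra finch and hummingbird gave 1277. With 10 splits a share under 0.05 cannot be reached, so the trait and any other grouping of the species cannot be told apart by this count.

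The scaling used probes well above background on each array, so arrays with few such probes were scaled on brighter ones. In the 4 birds with an array of uneven background the median difference over all probes was -0.76 to -0.22, and -0.21 to 1.46 in the other 10. With 75th percentile scaling it was 0.07 to 1.12 in the 4 birds. Of them 3 are learners, and scaling on 9340 probes detected on all arrays raised the count between traits to 596 with 78.4% higher in learners. The uneven arrays may thus have moved the balance of directions between traits. They may also bear on the agreement between learner species, whose mean r was 0.0384 with these 4 birds left out, though leaving out birds also leaves fewer to average.

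The differences between a bird's regions were large: an SD of 1.48 between birds in the median probe. Noise of single spots is argued against as the main reason, since oligos of identical sequence at different spots gave similar differences within a bird. In 610 pairs well above background the median r over birds was 0.961 (0.538 to 0.990), and birds of a species had a median r of 0.0988 with each other. In 451 pairs that missed this limit in at least 1 species the values were 0.896 (0.737 to 0.951) and -0.0167, with an SD between copies of 0.75 beside one of 1.54 over the learner birds, so spot noise was larger in dim probes. Which part of the rest came from the tissue and which from capture and amplification was not tested. The 2 arrays of a bird deviated alike (mean r 0.1999), and a shared slide is argued against as the reason, since arrays of different species on a slide had a mean r of -0.0182.

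With each bird's median removed, the first component of the differences held 26.5% of the variance over 14530 probes well above background. GC content of the oligos is a candidate explanation for this axis. The loadings followed it across probes (Spearman rho -0.459), and in single birds the differences had a rho with it of -0.420 to 0.464. No biological explanation was tested. Unequal detection on a bird's 2 arrays stays open, with a Pearson r of 0.451 between scores and the difference in detection over 14 birds (permutation p = 0.105, adjusted 0.114; rho 0.354, p = 0.213, adjusted 0.256; r 0.212 without the 2 farthest birds, 0.565 without zebra finch). So does the yield as read from spike-in controls, with r = 0.653 (permutation p = 0.0120, adjusted 0.0180; rho 0.279, p = 0.333, adjusted 0.333; 0.696 without zebra finch). That relation rests on 2 birds, hummingbird 1 and 3, without which r was -0.00473. The adjusted values cover 6 relations. Before the medians were removed the component had an r of 0.942 with detection (permutation p = 2e-05, adjusted 6e-05; rho 0.785, p = 0.00136, adjusted 0.00272; r 0.879 without the 2 farthest and 0.941 without zebra finch), but the scaling itself ties each bird's median to detection (r 0.986, against -0.161 with 75th percentile scaling).

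Transcripts of zenk, a gene switched on by neural activity, were read by 6 oligos on 26 spots. These oligos are shifts by single bases along 1 stretch, and 2 of them are identical, so they come close to 1 measurement. Their mean difference in the learners' song nucleus was -1.07 ± 2.22 (SD, n = 9; exact sign-flip test p = 0.199), lower in 6 of 9 birds, so activity before capture that raised zenk in the song nucleus was not seen and cannot be excluded in single birds. Over the 14 birds the difference followed the difference in detection between a bird's arrays, with a Pearson r of 0.939 and a Spearman rho of 0.978 (permutation p = 1e-05 for both, the smallest that 100000 permutations can give, adjusted 6e-05). It was 0.892 without the 2 farthest birds and 0.968 without zebra finch. With 75th percentile scaling r was 0.853 (permutation p = 9e-05, adjusted 0.00018) and rho 0.908 (p = 3e-05, adjusted 9e-05), with 0.778 without the 2 farthest and 0.914 without zebra finch. Of 14530 probes, 0.110% had a higher r with that scaling, 0.241% with the main scaling and 0.716% with normexp. The zenk value averages 26 spots where nearly all probes have 1, so its place among them may owe in part to averaging. Over the 10 birds with no uneven array r was 0.862 with the main scaling, and 0.752 with 75th percentile scaling. Normexp gave 0.925, quantile normalisation 0.825, and the authors' processed values, which hold 1 usable zenk oligo, 0.431. A candidate explanation is that a property of the samples that lowers detection, such as less intact RNA, also lowers this transcript; these arrays give no other measure of RNA quality, and a true difference in activity between regions stays open.

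Dove replicate 2 differed between regions in the opposite sense to the hummingbirds, with r from -0.547 to -0.331 across probes, where hummingbirds had 0.429 to 0.576 with each other. An exchange of its 2 regions would turn this sign, and also that of its mean r with the other 2 doves, -0.203. It would turn positive its r of -0.189 with quail replicate 1 and of -0.191 and -0.208 with budgerigar replicates 1 and 3. It would turn negative that of 0.353 with quail replicate 2, 0.148 with zebra finch replicate 2 and 0.0911 with budgerigar replicate 2. With zebra finch replicates 1 and 3 r was 0.0045 and 0.0022. The 2 quails thus point opposite ways, and so do the budgerigars. The 2 arrays of this bird deviated in opposite senses (r = -0.408). The differences of dove replicate 2 had a Spearman rho of -0.420 with GC content of the oligos, against 0.241 to 0.464 in the hummingbirds. The other doves had 0.282 and 0.403, quail replicate 1 had 0.189 and quail replicate 2 -0.203. An exchange would turn the sign of dove replicate 2 here too. These values therefore cannot tell a GC trend from exchanged regions. The explanation stays open, since doves and hummingbirds need not resemble each other and 3 doves are too few to tell. Leaving this bird out gave 186 probes between learners and non-learners in place of 331.

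The smallest p in the learners' song nucleus belonged to probe CUST_1_PI380568650 (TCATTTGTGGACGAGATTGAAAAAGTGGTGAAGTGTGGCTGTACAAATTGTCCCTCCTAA), for which the files give no gene name. It was lower in 9 of 9 learners, by a mean of -4.12 (SE 0.64, unadjusted p = 5.92e-06, adjusted p = 0.255 in limma), and in 5 of 5 non-learners, by -1.23 (SE 0.86). The traits differed by -2.89 (SE 1.08, adjusted p = 0.907). It passed an adjusted p of 0.2 in 12 of 34 alternatives, with the smallest at 0.0341. No explanation was tested.

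A probe named after green fluorescent protein, which birds do not make, was higher in the song nucleus of 7 of 9 learners (limma, unadjusted p = 0.000156, adjusted p = 0.324). It was well above background on 5 of 28 arrays. Most of its values were thus near the floor, so no fold is given, and whether the oligo binds a bird transcript was not tested.

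The 2 ER81 oligos had unadjusted p of 0.742 and 0.189 between learners and non-learners in limma. Both are higher than the p quoted from the study above, and the quoted rank is not compared, since it is not known to be a rank by p.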
